# Cosplicing network analysis of mammalian brain RNA-Seq data utilizing WGCNA and Mantel correlations

**DOI:** 10.3389/fgene.2015.00174

**Published:** 2015-05-13

**Authors:** Ovidiu D. Iancu, Alexandre Colville, Denesa Oberbeck, Priscila Darakjian, Shannon K. McWeeney, Robert Hitzemann

**Keywords:** gene cosplicing, scale-free gene networks, brain transcriptome, alternative splicing, gene coexpression

## Abstract

Across species and tissues and especially in the mammalian brain, production of gene isoforms is widespread. While gene expression coordination has been previously described as a scale-free coexpression network, the properties of transcriptome-wide isoform production coordination have been less studied. Here we evaluate the system-level properties of cosplicing in mouse, macaque, and human brain gene expression data using a novel network inference procedure. Genes are represented as vectors/lists of exon counts and distance measures sensitive to exon inclusion rates quantifies differences across samples. For all gene pairs, distance matrices are correlated across samples, resulting in cosplicing or cotranscriptional network matrices. We show that networks including cosplicing information are scale-free and distinct from coexpression. In the networks capturing cosplicing we find a set of novel hubs with unique characteristics distinguishing them from coexpression hubs: heavy representation in neurobiological functional pathways, strong overlap with markers of neurons and neuroglia, long coding lengths, and high number of both exons and annotated transcripts. Further, the cosplicing hubs are enriched in genes associated with autism spectrum disorders. Cosplicing hub homologs across eukaryotes show dramatically increasing intronic lengths but stable coding region lengths. Shared transcription factor binding sites increase coexpression but not cosplicing; the reverse is true for splicing-factor binding sites. Genes with protein-protein interactions have strong coexpression and cosplicing. Additional factors affecting the networks include shared microRNA binding sites, spatial colocalization within the striatum, and sharing a chromosomal folding domain. Cosplicing network patterns remain relatively stable across species.

## Introduction

There are several different strategies that can be used to analyze gene expression data (Allen et al., 2012; Jay et al., 2012). Systems biology approaches such as the Weighted Gene Coexpression Network Analysis (WGCNA) have shown that the coexpression structure follows a power-law distribution, clusters the expression data into modules of conserved function which are preserved to varying degrees across cell types and species and importantly allows one to detect patterns of gene connectivity that can be aligned with behavioral and physiological phenotypes (e.g., Zhou et al., 2011; Konopka et al., 2012). The emphasis on gene connectivity frequently focuses on detecting highly connected “hub” genes that are potential targets for therapeutic manipulation. Although methods such as the WGCNA have been widely used for the analysis of microarray data, they have been only recently applied to RNA-Seq data, which not only has improved clustering metrics but also provides exon-level resolution (Iancu et al., 2012b; Giorgi et al., 2013). Recent studies (Chen and Zheng, 2009; Dai et al., 2012) have shown that these exon data can be used to generate cosplicing networks that are distinct in structure and function from the coexpression networks. These studies have demonstrated that individual exons from different genes can have correlated expression levels even when no correlation is detectable between the overall gene expression levels.

The current study investigates the structure of the cosplicing networks by implementing an analysis strategy that involves the construction of distance (similarity/dissimilarity) matrices. Previously we have used distance-based approaches to examine high-dimensional genotype data for the purpose of illustrating how selective breeding affects allele segregation (Iancu et al., 2010, 2012a, 2013a,b). We note that a preliminary outline of results presented here has been previously published in Iancu et al. (2014). Other examples of using distance measures to analyze genotype and gene expression data abound (e.g., Zapala and Schork, 2006, 2012). We now extend the distance approach to exon level gene expression data. Gene transcripts are represented as a list/vector of exon expression levels, which for RNA-Seq datasets are proportional to the exon level read counts. Many genes have the potential for alternative splicing, and therefore gene-level expression reflects a collection of isoforms; relative abundance of isoforms translates into relative exon inclusion rates. It is often unclear whether changes in “expression level” originate from one or more isoforms. Given this data representation, an ecological analysis strategy (Mantel, 1967) was used to correlate exon inclusion rates across samples. The major benefit of this approach rested in avoiding the representation of a gene (a complex mixture of isoforms, each consisting of multiple exons) as a single scalar value; such a limited approach, unavoidable in the case of gene microarray data, is sub-optimal when exon data are available. To capture cosplicing events, we utilized two distinct distance measures. The cosine distance measure, which is not affected by changes in overall gene expression level, has been previously utilized for alternative splicing detection (Aschoff et al., 2013). We utilized this measure for the construction of the cosplicing network. Additionally, we also utilized the Canberra distance measure, which is sensitive to changes in overall gene expression levels as well as exon inclusion patterns; this distance measure generated a distinct network which we denote as CoSplicEx. Gene networks were then constructed using the WGCNA approach, using the Mantel correlations to derive network edge weights. We found that the resulting cosplicing and CoSplicEx network structures are clearly distinct from the structure of the gene coexpression networks derived from the same data, both in terms of network topology and in terms of the biological factors driving the network structure.

## Materials and methods

### RNA-Seq data collection and pre-processing

The RNA-Seq data consisted of a total of 60 animals that are the result of previous generations of selective breeding for haloperidol response (Iancu et al., 2012a). Tissue collection and preparation was performed as described previously (Iancu et al., 2012a). The reads were aligned using the Bowtie short read alignment program (Langmead et al., 2009) to the reference mouse genome (NCBI m37 assembly) and summarized relative to Ensembl 59 gene models using the “union exon” framework. The gene and exon counts were corrected using edgeR (Robinson et al., 2010) upper quartile normalization factors. Data is publicly available as GEO series GSE62669.

We employed additional procedures to mitigate possible deleterious effects of low/noisy exon counts. First, we removed from the analysis genes with less than 500 average counts. Next, we constructed a large pairwise adjacency matrix of all exon pairwise Pearson correlations. Based on this matrix we computed the network connectivity of all exons and removed from network construction genes where all exons have low (bottom quartile) network connectivity. After these selection procedures we retained 9066 genes for network construction.

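The deposited gene table listed these 9066 genes by Ensembl identifier, and the deposited exon table listed 114691 exon rows for them, with a median of 10 exon rows per gene and a largest number of 340. For 724 genes there was 1 exon row. Averaged over the 60 mice, the deposited gene value had a median of 636 over genes. This average was at least 500 for 5198 genes and under 500 for 3868 genes (42.7%), of which 907 averaged under 50 and 531 under 10. All 9066 genes entered the networks described here, because the number matched that of the paper, and networks restricted to genes averaging at least 500 were built as an alternative. From the same match in number, the filter on exon connectivity was assumed to be part of the deposited tables and was not repeated. Whether it had been applied was not tested. Exon values summed to within 1% of the gene value for 92.4% of the genes. The mitochondrial genes mt-Rnr1 (ENSMUSG00000064337) and mt-Cytb (ENSMUSG00000064370) were listed at 0 in every mouse of the gene table, while their exon rows summed to a mean of 299926 and 277491, so they had no coexpression and entered the exon-based networks only.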

### Network construction methodology

Construction and annotation of the transcriptional networks was performed largely as described elsewhere (Langfelder and Horvath, 2008; Iancu et al., 2010); for the cosplicing network we used the Mantel correlation as detailed below. Gene coexpression is often quantified using correlation of gene expression levels. When a gene is represented as a vector of exon counts, we compute the pairwise distances between the N samples, resulting in an N by N matrix that contains N(N-1)/2 unique distances. The choice of distance measure reflects the goals of the analysis. For the CoSplicEx and cosplicing networks we used the Canberra and cosine distance measures, respectively:

$$d_{A}^{C}\left(i,j\right)=\sum_{e\;=\;1}^{p}\frac{\left|a_{e}^{i}-a_{e}^{j}\right|}{\left|a_{e}^{i}+a_{e}^{j}\right|},d_{A}^{Cos}\left(i,j\right)=1-\frac{{\vec{a}}^{i}\cdot {\vec{a}}^{j}}{\left\|{\vec{a}}^{i}\right\|\cdot \left\|{\vec{a}}^{j}\right\|}$$

where *i*, *j* are two samples and e iterates over all exon counts a. In the Canberra metric each exon contributes a value between 0 and 1 to the total distance.

### Comparison and annotation of network hubs

The number of exons, annotated transcripts, protein domains, coding sequence size, homology information and GC percentage content were retrieved using the biomaRt R package (Durinck et al., 2009). Gene markers for mouse neuronal cell types were retrieved from Cahoy et al. (2008). The statistical comparisons between hub characteristics were performed using Wilcoxon rank-sum test available in R.

### Quantification of factors affecting network edges

Information about known protein-protein interactions (PPI) in the mouse was gathered from the BioGRID database (Chatr-Aryamontri et al., 2013). Predicted transcription factor binding sites (TFBS) for each gene in the network were acquired using the Promoter Analysis and Interaction Network Tool (PAINT) (Vadigepalli et al., 2003), which uses the TRANSFAC database (Matys et al., 2003). To compare the identity of TFBS between any two genes, we used the Jaccard distance measure: two genes were deemed to have high overlap of TFBS if the Jaccard measure was >0.5, meaning that the number of TFBS in the intersection was at least half of all the TFBS detected in the two genes.

Computationally predicted splicing factor binding sites were acquired from the SFMap database (Akerman et al., 2009; Paz et al., 2010). First, we retrieved from biomaRt the genomic coordinates of all genes in our networks. The genomic coordinates were used as input to the SFMap algorithm, using the default settings. The SFMap database returned information about the following 21 splicing factors: *SF2ASF, 9G8, SC35, Tra2alpha, Tra2beta, SRp20, SRp40, SRp55, hnRNPA1, hnRN-PA2B1, hnRNPF, hnRNPH1, hnRNPM, hnRNPU, MBNL, NOVA1, PTB, CUG-BP, YB1, FOX1, QK1*. Next, we devised a procedure to compare the number and identity of the SFBS for any pair of genes. To represent both the identity and multiplicity of each SFBS for each gene, we constructed vectors of length 21 with entries represented by the multiplicity of each SFBS within the gene. For each pair of genes, we constructed Canberra distances based on these SFBS vectors. The distances varied between 0 and 21, the lower quartile (<7.6) was selected to represent gene pairs with high overlap in terms of SFBS. Predicted interactions between genes and microRNAs were identified using the microRNA R package (Gentleman and Falcon)^1^; we compared correlations between genes sharing at least two microRNA binding sites against correlations between random pairs of genes.

Chromosomal topological domain boundary from the mouse cortex was retrieved from Dixon et al. (2012). Here, we compared pairs of genes that were located within the chromosomal folding domain against pairs of genes that were located within the same range of base pair distances along the chromosome, but were nevertheless located on different folding domains. Spatial gene co-localization was retrieved from the Allen Brain Atlas using the NeuroBlast algorithm (Ng et al., 2007); this algorithm returns, for each gene, the top 250 genes most similar in spatial distribution within a brain region (in our case the striatum). We compared network correlations between spatially similar genes vs. random groups of genes.

Functional significance of modules and other genes groups of interest was evaluated using Gene Ontology (GO) enrichment analysis (Ashburner et al., 2000) using the GO-stats R package (Falcon and Gentleman, 2007). To correct for the nested structure of the GO terms, we utilized a graph decorrelation procedure that limits the GO annotations to the most specific terms (Alexa et al., 2006). The background group for all GO analyses was the 9066 genes included in network construction.

## Results

### Coexpression, cosplicing, and CoSplicEx network construction

The test dataset was new RNA-Seq (polyA+) data obtained from the striatum of heterogeneous stock-collaborative cross (HS-CC) mice; *N* = 60 and approximately 30 million reads were obtained per sample, unique alignment to the reference genome was > 85% and the upper quartile was used for normalization as in Bottomly et al. (2011). 

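PolyA RNA from the hand-dissected striatum of 60 HS-CC mice was sequenced in 1 library per mouse. GEO's labels give each mouse a number, its sex and whether it responded in a test of catalepsy, a state of immobility; there were 13 female non-responders, 15 female responders, 17 male non-responders and 15 male responders. The networks used all mice as 1 set of samples. The authors aligned the reads with Bowtie to the mouse genome (NCBI m37), counted them on Ensembl 59 gene models by union exon and multiplied each library by an edgeR upper quartile factor. In the deposited gene table all values of a mouse were whole multiples of 1 step, with a largest deviation of 6.82e-05 reads, so whole reads could be recovered. The recovered reads on the 9066 genes are a part of the reads the paper states per sample. They ranged from 5678261 to 20072364 in female non-responders (median 13283643), from 4913122 to 20718837 in female responders (median 13608747), from 5047110 to 21872744 in male non-responders (median 16687628) and from 6111864 to 20487246 in male responders (median 16718223).

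**Figure D1:**
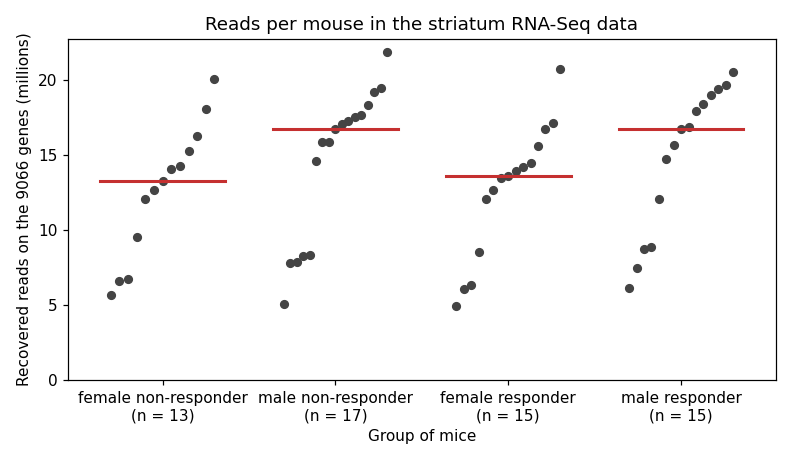
Recovered reads on the network genes (vertical axis) for each mouse (points) by sex and response group, with the group's median as a red line. In each group 4 or 5 mice had under 10000000 reads, apart from the others.

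These totals fell into separate ranges, with 17 mice from 4913122 to 9507322 reads and 43 mice from 12051239 to 21872744. The 17 mice, numbers 41 to 56 and 26, were spread over the groups, with 4, 4, 5 and 4 in the order above. Each of the 1770 pairs of mice differed by more than the sampling noise, which would give a chi-square per gene near 1 (smallest 3.03, median 62.8). Coexpression was the Pearson correlation of the deposited gene values over mice. For cosplicing and CoSplicEx, the cosine or Canberra distances between the 1770 pairs of mice were computed from all exon values of a gene, and 2 genes were compared by the Pearson correlation of their distances. Genes with 1 exon row have a cosine distance of 0 throughout and received a cosplicing correlation of 0. The text of the paper does not state the logarithm or the sign convention used, so untransformed values and the absolute correlation were taken. The error of each network value was estimated by a jackknife, in which 10 random groups of 6 mice were left out in turn, and a difference is called larger than the error when it exceeds 2 standard errors (SE).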

The HS-CC was formed from the eight inbred strains used to generate the collaborative cross (Churchill et al., 2004); the CC strains include three wild-derived strains and appear to encompass approximately 90% of the genetic diversity available in *Mus musculus* (Roberts et al., 2007).

A gene coexpression network was constructed as described elsewhere (Iancu et al., 2013a) using the Pearson correlation to form the adjacency matrix, following the WGCNA framework (Langfelder and Horvath, 2008). A total of 9066 genes were entered into the analysis. The cosplicing and CoSplicEx network construction procedure followed the same general approach as for coexpression but using a different type of correlation that incorporated information about differences in exon usage. First, each gene was represented as a vector/list of exon vector counts; pairwise differences between all available sample pairs were computed using the cosine or Canberra distance measure, respectively. Second, the distance matrices were correlated using the Mantel procedure. An outline of the cosplicing and CoSplicEx network construction procedure is illustrated in Figure 1. Subsequent steps in the construction of the cosplicing and coexpression networks were identical. Network edge weight in the adjacency matrix was computed by raising the correlation to a power β. 

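At β = 6, the connectivity of the 9066 genes was divided into 10 bins and the logarithm of the frequency was regressed on the logarithm of the connectivity, as in the WGCNA scale-free index. The index, the R² of this line signed for a falling slope, was 0.796 (SE 0.0543) for the coexpression network, 0.882 (SE 0.0532) for the cosplicing network and 0.881 (SE 0.0417) for the CoSplicEx network. The coexpression value lay within 1 SE of the line of 0.8 drawn in Figure 2A. The highest connectivity of a gene was 727 (SE 183) in the coexpression, 1533 (SE 695) in the cosplicing and 816 (SE 393) in the CoSplicEx network. The alternative that moved the index most was the restriction to the 3326 genes averaging at least 1000 counts, under which the cosplicing value was 0.486 (SE 0.390).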

All three networks were scale free with connectivity having an exponential distribution (Figure 2A). 

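The scale-free index was computed at 15 powers from 1 to 20. It first reached 0.8 at a power of 2 in the CoSplicEx network (0.848, SE 0.0580), at 4 in the cosplicing network (0.841, SE 0.0878) and at 7 in the coexpression network (0.830, SE 0.0686). At a power of 2 the cosplicing index was 0.510 (SE 0.382) and the coexpression index -0.0642 (SE 0.0681). In the 10 fits that each left out 6 mice, the first power that reached 0.8 was 2 in every fit for CoSplicEx, between 2 and 4 for cosplicing and between 6 and 12 for coexpression. At a power of 12 the index was 0.927 (SE 0.0396) for CoSplicEx, 0.895 (SE 0.0814) for cosplicing and 0.836 (SE 0.0668) for coexpression.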

As the value of β was increased, all networks converged to a scale-free structure (Zhang and Horvath, 2005) with the CoSplicEx network displaying faster convergence (Figure 2A); however, to facilitate comparison of the network properties *β* = 6 was used uniformly in all calculations. Network heterogeneity, centrality, and density for all networks were calculated as defined in Langfelder and Horvath (2008). 

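The 3 network concepts were computed on the adjacency matrices at β = 6. Heterogeneity, the coefficient of variation of connectivity, was 1.67 (SE 0.417) in the CoSplicEx network, 1.31 (SE 0.326) in the cosplicing network and 0.927 (SE 0.0293) in the coexpression network. Centralization was 0.0787 (SE 0.0352), 0.133 (SE 0.0522) and 0.0620 (SE 0.0151) in the same order, and density, the mean edge weight, was 0.0114 (SE 0.00825), 0.0363 (SE 0.0245) and 0.0183 (SE 0.00513). CoSplicEx exceeded coexpression by 0.748 in heterogeneity, which was 1.82 SE, and by 0.0167 in centralization, which was 0.597 SE. The density of the coexpression network exceeded that of CoSplicEx by 0.00689, or 1.18 SE. None of these differences passed 2 SE. In the 10 fits that each left out 6 mice, the heterogeneity difference kept its direction in 10 (0.693 to 1.18). The density difference also kept it in 10 (0.00372 to 0.0116), and the centralization difference in 9.

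**Figure D2:**
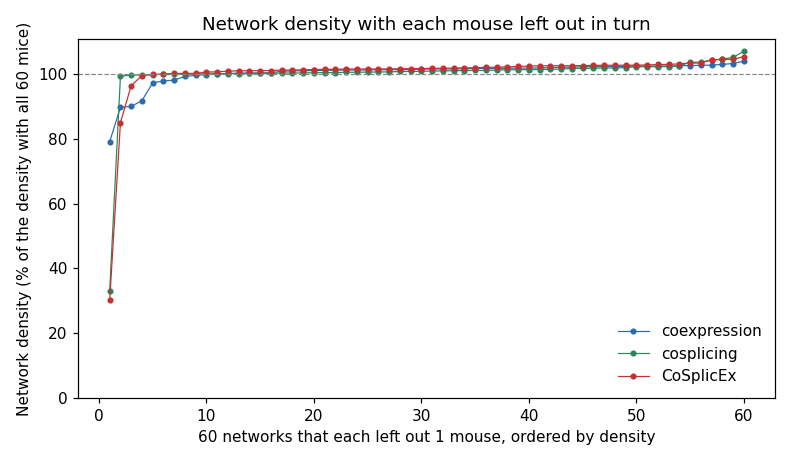
Density of the coexpression (blue), cosplicing (green) and CoSplicEx (red) networks with each of the 60 mice left out in turn, as a percentage of the density with all 60 mice. Points are networks, ordered by density within each type; the lowest point of each line, at 79.1%, 33.1% and 30.1%, is the network without mouse 63.

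Leaving out mouse 63, a female responder with 13488286 recovered reads, changed density most. Without it, density was 0.0145 (79.1% of the full value) for coexpression, 0.0120 (33.1%) for cosplicing and 0.00343 (30.1%) for CoSplicEx. With any of the other 59 mice left out, density stayed between 89.7% and 104% of the full value for coexpression, 99.3% and 107% for cosplicing and 85.0% and 105.3% for CoSplicEx. Without mouse 63, the difference in heterogeneity was 1.20 and that in density 0.0110, while centralization was lower in CoSplicEx than in coexpression (difference -0.00852). Mouse 63 also had the strongest 3′ bias, measured as the median over 5209 genes of the slope of log2 exon counts from the first to the last exon relative to the mean of all mice. It was 1.48 in mouse 63, 0.91 in mouse 5, 0.68 in mouse 4 and 0.48 in mouse 62. With this bias held fixed in all mice (partial Mantel correlations, and residuals of the gene values), centralization was also lower in CoSplicEx (difference -0.0401, SE 0.00331).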

Heterogeneity and centrality were significantly higher for the CoSplicEx network but density was higher for the coexpression network (Figures 2B–E). Biologically, these results suggest that coexpression is more widespread (high density) while the CoSplicEx network is characterized by fewer but stronger interactions (higher centrality).

**Figure 1:**
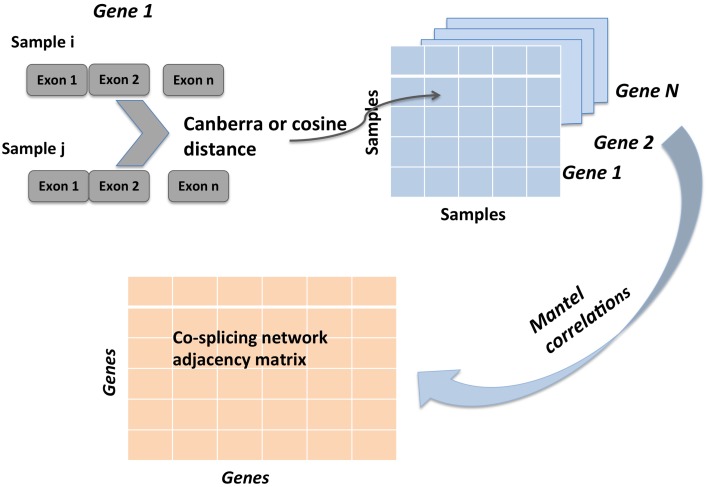
**Illustration of cosplicing network construction steps**. RNA-Seq data is summarized as read counts mapped to individual exons. For each gene, pairwise distance between all samples is computed. This first step results in N (one for each gene) square matrices of size equal to number of samples. Second, Mantel correlations between all N gene matrices are computed, resulting in the cosplicing network matrix.

**Figure 2:**
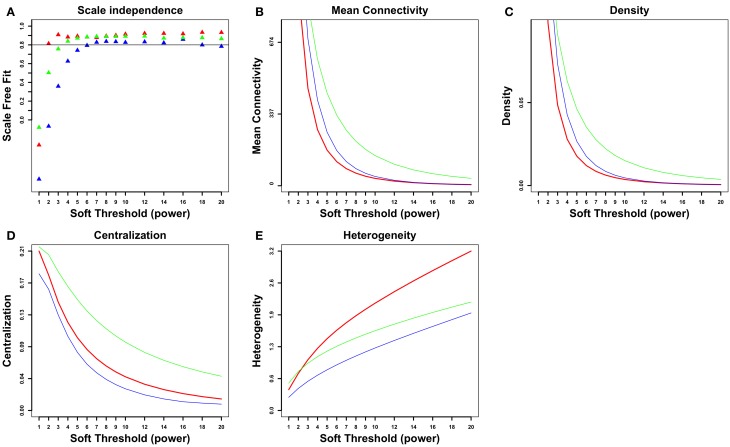
**Network properties of coexpression (blue), cosplicing (green) and CoSplicEx (red) networks. (A)** Scale independence, **(B)** Mean connectivity, **(C)** Mean density, **(D)** Centralization, **(E)** Heterogeneity.

### Comparison of cosplicing, CoSplicEx, and coexpression hubs

To evaluate whether the three networks provide distinct information, the node connectivity distributions were compared. In particular we focus on the coexpression and CoSplicEx networks in order to identify network features that arise from the fact that CoSplicEx is sensitive to cosplicing in addition to coexpression. We selected from the coexpression and CoSplicEx networks hub genes (top 10% connectivity) that were specific to these networks and had low (bottom 80%) coexpression connectivity. These hubs are outlined in green (Figure 3A) or red (Figure 3B), respectively. Similarly, we selected a set of coexpression hubs that had low CoSplicEx connectivity (outlined in blue in Figure 3B). These unique coexpression (*N* = 497), CoSplicEx (*N* = 425), and cosplicing (*N* = 495) could be distinguished by several characteristics. 

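How far the membership of the top 10% depends on the mice was measured by building each network on 2 random sets of 30 mice, 20 times. Of 907 genes in the top 10%, 471 ± 106 (SD, n = 20 random divisions) were shared between the coexpression networks, 559 ± 129 between the cosplicing networks and 636 ± 88.5 between the CoSplicEx networks. Unrelated rankings would share 90.7 genes, but networks with the mice permuted within each gene, which removes the relations between genes, shared 130, 403 and 561 of their top genes with the networks of all 60 mice. When the mice were divided by responder status instead, 583, 651 and 677 genes were shared. Without mouse 63, 714 of the 907 coexpression genes, 749 of the cosplicing genes and 784 of the CoSplicEx genes stayed in the top 10%, whereas without any other mouse at least 833, 851 and 869 stayed.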

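On the deposited values, 474 genes (SE 75.6) were in the top 10% of coexpression and the bottom 80% of CoSplicEx connectivity, 425 (SE 65.2) in the top 10% of CoSplicEx and the bottom 80% of coexpression, and 595 (SE 54.7) in the top 10% of cosplicing and the bottom 80% of coexpression. If the connectivities were unrelated, 725 genes would be counted in each case. The coexpression hubs with the highest connectivity were Cox14 (connectivity 709.9, chromosome 15, 99725618 to 99728136), Pfdn1 (702, chromosome 18, 36403676 to 36454524), Tmsb4x (694, chromosome X, 167207093 to 167209315), Atp5j (691, chromosome 16, 84827866 to 84835625) and Gabarap (689, chromosome 11, 69991143 to 69994951). These positions, like those that follow, are of the GENCODE M21 annotation (GRCm38), not of the build used for counting. All 5 genes had 7 or fewer exon rows and a coexpression percentile of at least 99.8.
Among the cosplicing hubs, connectivity was highest for Mtcl1 (1531, chromosome 17, 66336982 to 66449750), Adgrb2 (1520, chromosome 4, 129984870 to 130022633), Jcad (1498, chromosome 18, 4634878 to 4682869), Pdzd2 (1494, chromosome 15, 12359711 to 12739924) and Fasn (1493, chromosome 11, 120805846 to 120824547). Jcad reached this connectivity with 4 exon rows, the other 4 genes with 19 to 42. The CoSplicEx hubs were led by Inpp4a (729, chromosome 1, 37299865 to 37410736), Mib1 (728, chromosome 18, 10725548 to 10818704), Eea1 (722, chromosome 10, 95940650 to 96045518), Clasp2 (713, chromosome 9, 113741473 to 113919682) and 2610507B11Rik (702, chromosome 11, 78261752 to 78290623), with 21 to 47 exon rows each. The connectivities of the cosplicing and CoSplicEx hubs rest to a large extent on mouse 63, since the highest connectivity in those networks fell to 851 and 440 in the fit that left it out together with 5 others.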

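The coefficient of variation (CV) of the deposited gene value over the 60 mice had a median of 0.136 over the 595 cosplicing hubs against 0.172 over the other genes, and of 0.138 over the 425 CoSplicEx hubs against 0.171. The 474 coexpression hubs had a median of 0.218 against 0.165. Each p was 1e-05 by a two-sided permutation test on ranks, the smallest that 100000 resamples can give, and 1.2e-05 after Benjamini-Hochberg adjustment over 28 comparisons of hub properties. The hubs also differed in their counts, with a median of the mean count of 3101 for cosplicing, 2169 for CoSplicEx and 726 for coexpression hubs. The direction for CoSplicEx depended on the 3′ bias of the mice. With that bias held fixed, the CoSplicEx hubs had a CV 0.0551 higher than the other genes.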

The cosplicing and CoSplicEx hubs had a lower gene count coefficient of variability (Figure 3D), due to the fact that they were selected among the genes with low coexpression connectivity. 

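Exon rows per gene had a median of 21 for CoSplicEx hubs, 18 for cosplicing hubs and 5 for coexpression hubs, against 9, 9 and 10 for the genes outside each set. In the annotation the CoSplicEx and cosplicing hubs each had a median of 7 transcripts, against 5 for the other genes, and the coexpression hubs 4 against 5. The longest coding sequence per gene had a median of 3120 bases in CoSplicEx hubs, with a value for 98.6% of them, against 1542 in other genes. It was 2883 bases in cosplicing hubs (99.5% with a value, 1512 in other genes) and 567 bases in coexpression hubs (82.9% with a value, 1656 in other genes). All of these differences had p = 1e-05, the smallest possible, by the permutation test on ranks. Genes are not independent replicates, and these p-values describe the sets of genes. The excess of exon rows in cosplicing and CoSplicEx hubs was found under each of the 17 alternatives. Coexpression hubs had as many exon rows as the other genes (10 and 10, p = 0.342) once the 3′ bias was held fixed.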

The CoSplicEx and cosplicing hubs had a higher average number of exons and annotated transcripts (Figures 3E,F), more protein domains, longer coding size and lower GC content (Figures 3G–I).

**Figure 3:**
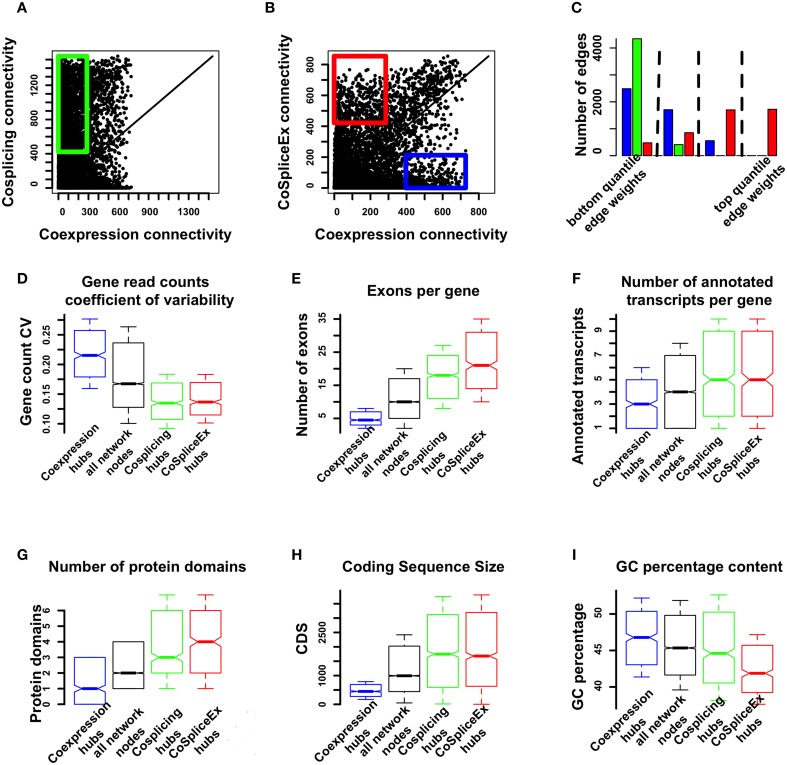
**Comparison of coexpression and cosplicing connectivity. (A)** Connectivity comparison, cosplicing vs. coexpression. Green rectangle: nodes in top 10% cosplicing connectivity, bottom 80% coexpression connectivity. **(B)** Connectivity comparison, coexpression vs. CoSplicEx networks. Blue rectangle: nodes in top 10% coexpression connectivity, bottom 80% CoSplicEx connectivity. Red rectangle: nodes in top 10% CoSplicEx connectivity, bottom 80% coexpression connectivity. **(C)** Distribution of edges between exclusive coexpression and cosplicing hubs. Only the CoSplicEx network detects strong edges between these hubs. **(D)** Coefficient of variation for total gene counts. **(E)** Number of exons per gene. **(F)** Number of annotated transcripts per gene. **(G)** Number of protein domains. **(H)** Coding sequence size. **(I)** GC percentage content.

The coexpression and cosplicing networks are designed capture specific information about coordination in the expression and splicing profile of gene pairs, respectively. However, there is an additional mechanism by which genes could be co-regulated: changes in the expression level of one gene could be related to changes in the splicing profile of other genes. The CoSplicEx network is designed to capture this type of interaction. To illustrate the capacity of the CoSplicEx network to capture expression-splicing interactions, we selected two sets of highly exclusive coexpression and cosplicing hubs. The first set of genes had coexpression connectivity in top 10%, while cosplicing connectivity was in the bottom 10%. Conversely, a second set of genes had high cosplicing but low coexpression connectivity. Next, we examined the edge strengths between these distinct hub genes in all three networks. The total set of edges in each network was divided into quartiles and the edges between hub types were mapped onto these quartiles. 

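Coexpression connectivity in the top 10% and cosplicing connectivity in the bottom 10% was found for 81 genes, and the converse for 49 genes, which gave 3969 edges between the sets. All 81 had a cosplicing connectivity of 0, and 74 of them had 1 exon row, for which cosplicing is not defined and was set to 0, so the first set holds genes without a cosplicing value rather than genes of measured low cosplicing. If edges were placed without regard to the sets, 25% would fall in the top quartile of all edges of a network. The share was 0.0504% (SE 0.618) in the coexpression network, 0% in the cosplicing network and 41.6% (SE 13.8) in the CoSplicEx network. In the coexpression and cosplicing networks, each of these edges joins a gene that was chosen for low connectivity in the same network, so low shares there follow from the selection. The CoSplicEx share lay above 25% by less than 2 SE and was between 32.2% and 46.8% in the fits that left out 6 mice. Over 17 alternatives it was from 4.34% (SE 8.92), with genes averaging at least 1000 counts, to 59.7% (SE 25.96), in female mice. It was above 25% by more than 2 SE with log2 gene values (53.4%, SE 12.3), where genes of 1 exon row were kept. Without genes of 1 exon row the sets held 97 and 39 genes, and the CoSplicEx share was 20.4% (SE 7.32), below 25% by less than 2 SE, so no excess of strong CoSplicEx edges between these sets was found among genes with several exon rows.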

As illustrated in Figure 3C, only the CoSplicEx network contains strong edges between coexpression and cosplicing hubs.

The coexpression and CoSplicEx hubs were aligned with known markers of neurons and neuroglia (Cahoy et al., 2008). The CoSplicEx hubs were over-represented among neurons, astrocytes and oligodendrocytes (Fisher's exact test *p* < 2 × 10^−5^, 0.03 and 4 × 10^−8^, respectively), while the coexpression hubs were under-represented (*p* < 5 × 10^−11^, 0.01 and 0.004, respectively).

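The marker genes of Cahoy et al. were not used here. Lists of 40 marker genes each for neurons, astrocytes and oligodendrocytes were written from general knowledge, of which 32, 31 and 26 were in the networks. The CoSplicEx hubs held 3 neuron markers where 1.5 would fall by chance (odds ratio 2.11, Fisher's exact test two-sided, p = 0.188, adjusted p = 0.338). They held the astrocyte marker Slc4a4 where 1.45 would fall by chance (odds ratio 0.677, p = 1, adjusted p = 1) and 0 oligodendrocyte markers against 1.22 (p = 0.633, adjusted p = 0.749). The coexpression hubs held 0 neuron markers against 1.67 (p = 0.412, adjusted p = 0.570), 3 astrocyte markers (Cldn10, Apoe and Cpe) against 1.62 (odds ratio 1.95, p = 0.219, adjusted p = 0.376) and 0 oligodendrocyte markers against 1.36 (p = 0.645, adjusted p = 0.749). The cosplicing hubs held 6 neuron markers against 2.10 (odds ratio 3.31, p = 0.0163, adjusted p = 0.0587). They held 5 astrocyte markers against 2.03 (odds ratio 2.75, p = 0.0493, adjusted p = 0.141) and 2 oligodendrocyte markers against 1.71 (p = 0.687, adjusted p = 0.773). After adjustment, no direction was detectable with lists of this size. Adjustment was by Benjamini-Hochberg over 36 pairs of 9 gene lists and 4 sets of hubs. Over 17 alternatives, the adjusted p of neuron markers among CoSplicEx hubs was from 0.0360 to 1, the lowest when Spearman correlations were used throughout (odds ratio 4.87).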

GO annotation of the CoSplicEx hubs revealed enrichment in neurogenesis (*p* < 2 × 10^−9^), neuron projection (*p* < 10^−11^), enzyme binding (*p* <3 × 10^−7^) (Supplemental Table 1). 

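Gene families fixed before the values were examined stood in for the GO terms. Of 92 genes for axon guidance and synaptic adhesion in the networks, 11 were CoSplicEx hubs where 4.31 would fall by chance (odds ratio 2.81, Fisher's exact test, p = 0.00369, adjusted p = 0.0166). The members with the highest CoSplicEx connectivity were Ptprf, Cntn2 and Sema6d. Of 94 genes for ion channels and glutamate receptors, 12 were CoSplicEx hubs against 4.41 by chance (odds ratio 3.03, p = 0.00140, adjusted p = 0.00721), among them Gria2, Itpr1 and Grm5. Neither family was in excess among coexpression hubs, which held 1 gene of the first family against 4.81 (p = 0.0933) and 2 of the second against 4.91 (p = 0.242). The excess of axon guidance genes kept its direction under all 17 alternatives but had an adjusted p under 0.05 in only 5 of them. That of ion channels and glutamate receptors had an adjusted p under 0.05 in 13, with odds ratios from 1.31 to 4.41, the lowest with genes averaging at least 1000 counts. Chance was taken over all network genes. CoSplicEx hubs had higher counts (median 2169 against 595) and more exon rows (21 against 9) than other genes. The families were not compared with genes matched for either, so their excess may go with count or gene structure.

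**Figure D3:**
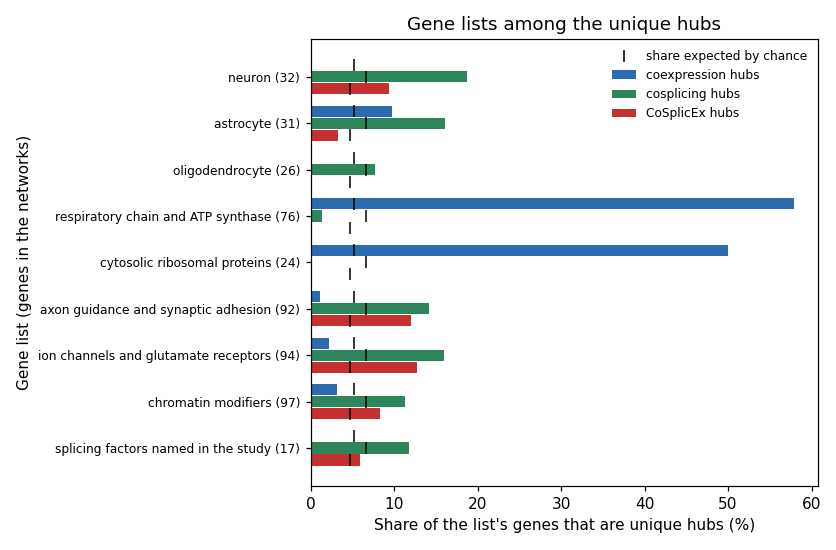
Share of each gene list, in percent, that belonged to the unique coexpression (blue), cosplicing (green) or CoSplicEx (red) hubs, with the number of genes of the list in brackets and the share expected by chance as a black tick. Respiratory chain and ribosomal protein genes stand out in coexpression hubs, while the axon guidance and ion channel lists exceed chance in cosplicing and CoSplicEx hubs.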

Annotation of the coexpression hubs revealed enrichment in electron transport chain (*p* <10^−19^), mitochondrial part (*p* <2×10^−23^) and hydrogen ion transmembrane transporter activity (*p* <3×10^−12^) (Supplemental Table 1). 

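Among 76 genes of the respiratory chain and ATP synthase, 44 were coexpression hubs, where 3.97 would fall by chance (odds ratio 27.4, Fisher's exact test, p = 3.35e-37, adjusted p = 1.21e-35). They included Atp5j, Ndufs4, Ndufb9, Cox4i1, Uqcr10 and Sdhc. Of 24 cytosolic ribosomal protein genes, 12 were coexpression hubs against 1.25 by chance (odds ratio 18.6, p = 5.54e-10, adjusted p = 6.65e-09). The CoSplicEx hubs held 0 respiratory chain genes where 3.56 would fall by chance (p = 0.0510, adjusted p = 0.141) and the cosplicing hubs 1 against 4.99 (p = 0.0620, adjusted p = 0.151). The excess among coexpression hubs was past the threshold under each of the 17 alternatives, with odds ratios from 4.51 to 42.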

Completely absent from the coexpression annotation, over a wide range of enrichment scores, were terms related to neuronal function. As also seen in Figure 3A, there was a group of genes exhibiting a mixture of high coexpression and CoSplicEx connectivity, here defined as the top 20% in both categories (but excluding the hubs described above). Annotation of these hubs revealed enrichment in chromatin modification (*p*<2 × 10^−7^), neurogenesis (*p*<4 × 10^−7^) and brain development (*p*<10^−5^) (Supplemental Table 1).

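Top 20% connectivity in both the coexpression and CoSplicEx networks, outside the unique hubs, was found for 723 genes (SE 92.5). Of 97 chromatin modifier genes fixed before the values were examined, 41 were in this set where 7.74 would fall by chance (odds ratio 8.90, Fisher's exact test, p = 1.77e-20, adjusted p = 3.19e-19). The members with the highest CoSplicEx connectivity were Ash1l, Ncor1, Trrap, Arid1a, Ep400, Setd5 and Chd9. The same family was near chance among the unique hubs, with 3 coexpression hubs against 5.07 (p = 0.490) and 8 CoSplicEx hubs against 4.55 (p = 0.138). Axon guidance and synaptic adhesion genes contributed 21 genes to the shared set against 7.34 by chance (odds ratio 3.49, adjusted p = 5.85e-05), and ion channels and glutamate receptors 25 against 7.50 (odds ratio 4.29, adjusted p = 4.29e-07). With the 3′ bias held fixed, the odds ratio of the chromatin modifiers was 1.92 (adjusted p = 0.0575), while the adjusted p was from 3.86e-22 to 3.48e-13 over the other 16 alternatives. Genes of the shared set also had higher counts (median 1477 against 583) and more exon rows (22 against 9) than other genes. None of the 3 families was compared with genes matched for these.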

### Evolutionary history of network hubs

The characteristics of the gene homologs corresponding to the network hubs were examined. Across all organisms, the cosplicing, and CoSplicEx hubs had higher proportion of homologs (Figure 4A). These homologs had higher number of exons, longer un-spliced transcript length and longer coding region length. Comparing cosplicing homolog characteristics across organisms from yeast to human, large increases were detected in the number of exons and lengths of un-spliced transcripts; however, the length of the coding region was preserved (Figures 4B–D).

**Figure 4:**
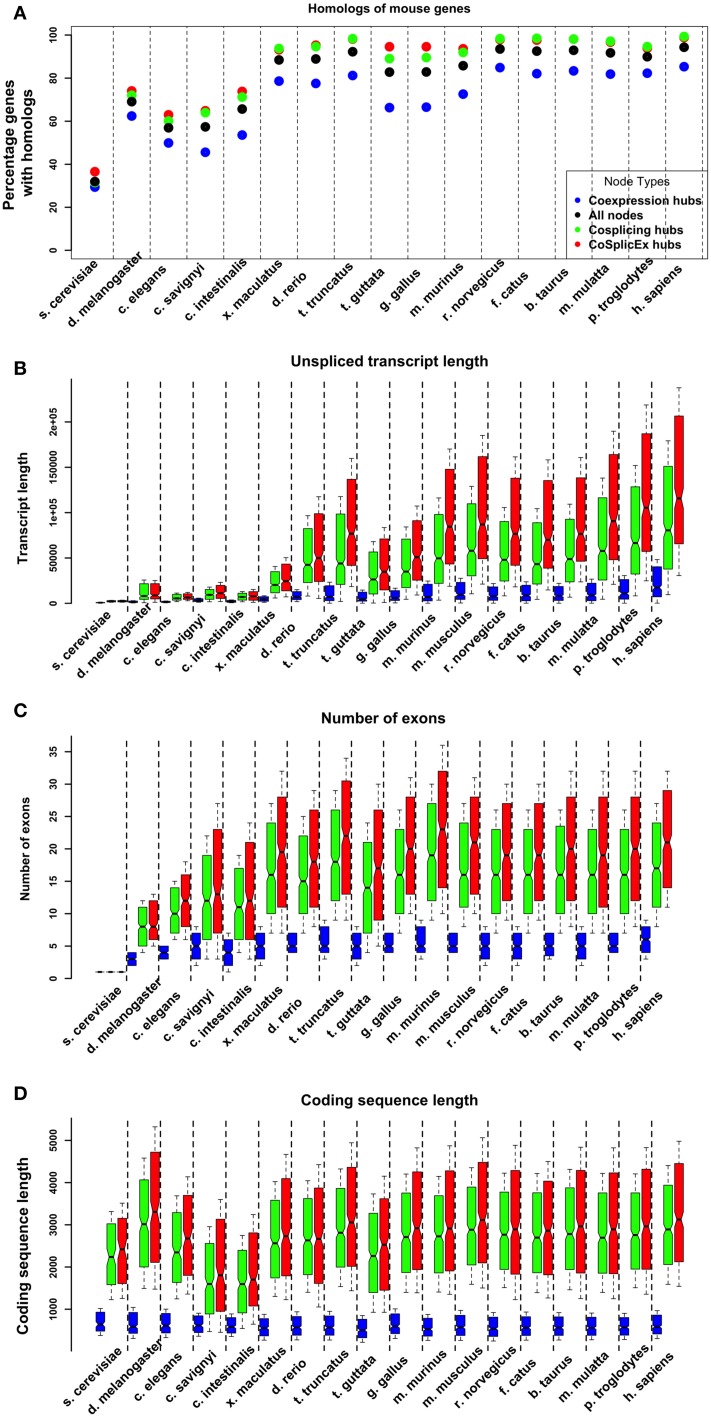
**Evolutionary properties of coexpression (blue) and cosplicing (red) network hubs. (A)** Percentage of hub genes with homologs across species from yeast to human. **(B)** Length (base pairs) of longest unspliced transcript. **(C)** Number of exons in longest transcript. **(D)** Coding region length of longest transcript.

### Factors affecting edge weights

The following factors were evaluated for association with the network edge weights: known PPI, shared TFBS, shared splicing factor binding sites (SFBS), shared microRNA binding sites, shared chromosomal folding topological domains and spatial co-localization within the striatum. In both networks, for genes with known PPI the edge weights were significantly higher (Mann-Whitney test average location shift mu = 0.03 for coexpression, mu = 0.14 for cosplicing, and mu = 0.06 for CoSplicEx, *p* < 10^−15^) than for random gene pairs (Figure 5A). Gene pairs sharing TFBS had increased coexpression and CoSplicEx edges (mu = 0.06, *p* < 3 × 10^−5^), but not cosplicing (Figure 5B). The reverse was true for SFBS (Figure 5C): gene pairs sharing SFBS had stronger cosplicing and CoSplicEx (mu = 0.028 and mu = 0.03 respectively, *p* < 10^−15^) but coexpression was only modestly increased. Importantly, it was observed that CoSplicEx and cosplicing connectivity had a modest but statistically significant correlation with the number of SFBS within a gene (*r* = 0.22 and *r* = 0.15 respectively, *p* < 10^−15^).

**Figure 5:**
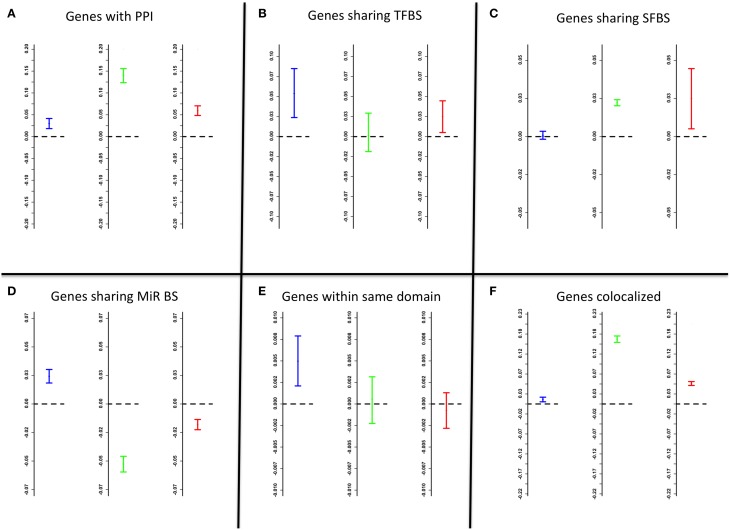
**Factors affecting edge weights**. Data represented as 95% confidence intervals; intervals above/bellow the zero (dashed) line indicate significant strengthening/weakening of edges. Blue, green, and red confidence intervals correspond to coexpression, cosplicing, and CoSplicEx edges, respectively. **(A)** genes with known protein-protein interactions. **(B)** genes sharing transcription factor binding sites. **(C)** genes sharing splicing factor binding sites. **(D)** genes sharing microRNA binding sites. **(E)** genes in the same topological chromosomal domain. **(F)** genes colocalized.

For genes sharing microRNA binding sites, coexpression was modestly increased but cosplicing and CoSplicEx were significantly decreased (*p* < 10^−15^) (Figure 5D). Genes sharing topological chromosomal folding domains (Dixon et al., 2012) displayed increased coexpression (*p* < 10^−15^) but not increased cosplicing or CoSplicEx connectivity (Figure 5E). It was previously observed (Iancu et al., 2010) that striatal gene coexpression is strengthened for genes with spatially overlapping patterns of gene expression (Ng et al., 2007). Colocalization increased edge strengths in all networks (*p* < 10^−15^) (Figure 5F).

### Characterization of modules

The three networks were clustered into modules as described in Langfelder et al. (2008); modules are denoted by arbitrary colors independently assigned in each network. To evaluate the performance of module detection, different types of module quality measures were computed: overall quality, connectivity, density, and separability. Detailed definitions of these concepts are available in Langfelder et al. (2011). Briefly, density preservation implies that network hubs remain highly connected across the networks compared. Separability measures whether genes assigned to modules/clusters are indeed more connected to each other than to genes outside the module. All network measurements were expressed as Z scores; Z scores < 2 were taken to imply poor module quality. It was observed that all modules in the coexpression network had overall high quality (*Z* > 10); while in the cosplicing network density quality measures were relatively low, with CoSplicEx quality good except for four of the density module quality numbers (Figures 6A–C).

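Modules were formed here with an average linkage tree on 1 minus topological overlap and a constant height, chosen in steps of 0.005 to give most modules of at least 80 genes, because the dynamic tree cutting of the paper was not available. The Z scores of density (mean edge weight within a module) and separability were taken against 100 permutations of the module labels. Modules were formed from the same edge weights, so a high density Z follows in part from how they were formed. The coexpression network gave 7 modules of 86 to 1912 genes, with 3838 genes in modules. Their density Z was between 50.6 and 146 and their separability Z between 47.9 and 200.3. The cosplicing network gave 2 modules, of 96 and 320 genes, with density Z of 69.6 and 128, and the CoSplicEx network 2, of 82 and 5794 genes, with density Z of 5.54 and 48.5. So 0 of 7, 0 of 2 and 0 of 2 modules had a density Z under 2, which with Wilson 95% intervals allows shares of up to 35.4%, 65.8% and 65.8%. The 2 cosplicing modules held 416 genes and were little separated. Their separability before scaling to Z was 0.168 each, against at least 0.738 in coexpression and 0.979 in CoSplicEx. With modules of at least 40 genes, the cosplicing network gave 4 modules, of which 2 had a density Z under 2 (lowest 1.15), while their separability Z was at least 53.3. In that setting the 4 CoSplicEx modules had a density Z of at least 9.53.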

**Figure 6:**
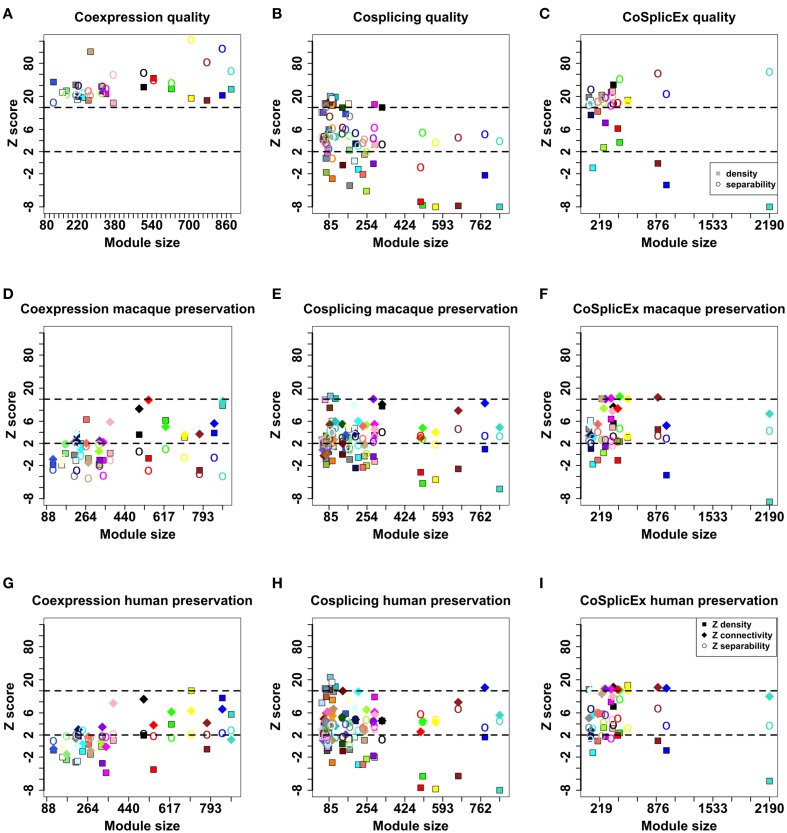
**Module quality values in the coexpression **(A)**, cosplicing **(B)**, and CoSplicEx **(C)** networks**. Module preservation values between mouse striatum and macaque cortex for coexpression **(D)**, cosplicing **(E)**, and CoSplicEx **(F)** networks. Module preservation values between mouse striatum and human cortex for coexpression **(G)**, cosplicing **(H)**, and CoSplicEx **(I)** networks.

### Module preservation across species

Coexpression and cosplicing module preservation was investigated using RNA-Seq data obtained from the rhesus macaque ventral-medial prefrontal cortex (32 samples) and from human prefrontal cortex (30 samples). Network measurements were expressed as Z scores; Z scores < 2 were taken to imply poor module preservation, while higher values were taken to signify moderate (>2) or high (>10) module preservation. In addition to measures of module density and separability described above, we evaluated connectivity preservation which evaluates whether the patterns of connections between groups of genes remains unaltered. These measures were computed for all modules and are presented in Figures 6D–I. Generally, connectivity, and separability were more preserved than density measures. Cosplicing and CoSplicEx modules were more preserved across species than coexpression modules, even though the latter had better quality measures in the mouse network. A larger percentage of homologs for the cosplicing and CoSplicEx hubs probably contributes to better module preservation values.

## Discussion

The advantages and disadvantages of RNA-Seq compared to microarrays to analyze the brain transcriptome have been discussed elsewhere (e.g., Hitzemann et al., 2013); one of the important advantages is that RNA-Seq provides detailed information on alternative exon usage which is unusually high in the brain, especially during brain development (Johnson et al., 2009). The precise number of transcripts expressed in brain is unknown but may well-number in the hundreds of thousands, the transcripts are likely to differ markedly among brain regions and cell types and minor transcripts in terms of abundance may have significant biological importance. Further, although a fair amount is known about how splicing factors can coordinate exon inclusion/exclusion for relatively small gene clusters (e.g., Ule et al., 2005), the regulation of splicing on a genome-wide basis may well-involve additional mechanisms/interactions. Kelemen et al. (2013) have summarized the data which points to the global regulation of alternative splicing. In addition to development, coordinated changes in splicing have been observed during myogeneic differentiation (Bland et al., 2010), differentiation of human erythrocyte (Yamamoto et al., 2009), during epithelial mesenchymal transition (Warzecha et al., 2010), during chemically induced cell death (Moore et al., 2010), during cancer metastasis (Lu et al., 2015) and after insulin stimulation (Hartmann et al., 2009). In addition, alternative splicing shows distinct differences between human and chimpanzees brains (Calarco et al., 2007).

There are two general approaches for quantifying gene expression using RNA-Seq data. The first approach attempts to probabilistically quantify the expression of each different gene isoform, with subsequent analysis steps applied to the estimated isoform expression levels—for a review see for example (Garber et al., 2011). An alternative approach, which is not dependent on a priori knowledge of the identity of the isoforms and the potentially unreliable estimation of their expression levels, evaluates all exon expression values for a given gene simultaneously, using a distance measure approach (Aschoff et al., 2013). We employ here the same general distance-measure based strategy, but instead of focusing on differential splicing we use the computation of the distance measures as an intermediate step toward constructing a cosplicing network. The use of distance measures offers a set of desirable characteristics. First, using distances allows a transcriptome level evaluation of correlation patterns between hundreds of thousands of exons with only moderate computational load. Second, even though exon level data is used to infer the network, this information is integrated at the gene level. This facilitates integration and summarization, since the unit of biological activity is more often the gene and not the individual exon, with annotation databases reflecting this reality. Finally, because genes remain the nodes of the cosplicing network, a direct transcriptome wide comparison between gene coexpression and gene cosplicing network properties is feasible.

Approximately 5% of the genes entered into our analyses were identified as highly connected coexpression or cosplicing hubs unique to each network (Figure 3A); we also identified a population of genes that were both highly coexpressed and cospliced and appeared functionally distinct from the unique coexpression and cosplicing hubs. 

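The unique hubs were 5.23% of the 9066 genes for coexpression, 4.69% for CoSplicEx and 6.56% for cosplicing. The cosplicing and CoSplicEx sets had 137 genes in common. Of the 907 genes in the top 10% of CoSplicEx connectivity, 328 were in the top 10% of cosplicing and 328 in the top 10% of coexpression connectivity. The set high in both coexpression and CoSplicEx made up 7.97% of the genes and had a median of 22 exon rows and a coding length of 4103 bases. The paper proposes that coexpression and cosplicing have separate roles in the transcriptional system. It bases this on its biological and computational observations as a whole. Those it describes before the proposal include gene structure, hub annotation, the connectivities in Figures 3A,B and GC content.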

Characterization of the coexpression, cosplicing, and CoSplicEx hubs revealed some striking differences. Not unexpectedly, the cosplicing and CoSplicEx hubs were longer, more complex genes with more exons, with more annotated transcripts and with greater variability in exon inclusion rates. 

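The unspliced length of a gene, from the start to the end of its annotation, had a median of 88715 bases in CoSplicEx hubs against 27391 in other genes, 58199 in cosplicing hubs against 27485 and 8321 in coexpression hubs against 31287 (each p = 1e-05, the smallest possible, by the permutation test on ranks). Variability in exon inclusion was measured for genes with several exon rows as the mean, over exon rows averaging at least 10 counts, of the CV over mice of the share each exon row had in the gene's exon counts. Its median was 0.247 in CoSplicEx hubs against 0.208 in other genes, 0.197 in cosplicing hubs against 0.212 and 0.149 in coexpression hubs against 0.213 (each p = 1e-05). Against genes of similar mean count, in 10 groups, the difference was 0.00357 for cosplicing hubs (p = 0.156) and 0.0541 for CoSplicEx hubs (p = 1e-05, permutation test of ranks within groups). The groups match reads per gene, not per exon row. Within them the CoSplicEx hubs had 9 and the cosplicing hubs 5 more exon rows. Sampling noise per exon row and 3′ bias were not held fixed. The differences therefore cannot be assigned to exon inclusion alone.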

The coexpression hubs were mainly involved in ubiquitous cell processes such as metabolism and energy production; in contrast the CoSplicEx and cosplicing hubs were highly annotated with terms related to neuronal function e.g., the synapse. 

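Across the 9066 genes, coexpression connectivity had a Spearman correlation of 0.192 (SE 0.119) with CoSplicEx connectivity and of -0.116 (SE 0.0373) with cosplicing connectivity. The first was within 2 SE of 0 and the second was not. Without the 724 genes of 1 exon row, whose cosplicing correlations were set to 0, they were 0.215 (SE 0.106) and -0.0367 (SE 0.0531), of which the first was beyond 2 SE and the second within. Pearson correlations were 0.355 (SE 0.104) and 0.0569 (SE 0.118), of which the first was beyond 2 SE and the second was not. Cosplicing and CoSplicEx connectivity correlated more strongly, with 0.566 (SE 0.0661) by Spearman. These are correlations across genes, which are not independent replicates, and the errors come from leaving out mice. Over 16 alternatives, the Spearman correlation between coexpression and CoSplicEx was from 0.0219 (SE 0.137), with values rescaled to equal totals per mouse, to 0.449 (SE 0.0424), with the 3′ bias held fixed. It was 0.304 without mouse 63. That between coexpression and cosplicing was from -0.243 (SE 0.0150), with the rescaled values, to 0.165 (SE 0.112), in the 43 mice with over 10000000 reads.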

To some extent, this apparent biological specialization of the hub types is reflected in the fact that there is no correlation between coexpression and CoSplicEx or cosplicing connectivity (Figures 3A,B). The coexpression hubs appeared different between the cosplicing hubs in terms of GC content as well, with CoSplicEx and cosplicing hubs exhibiting significantly lower GC content. This relationship held for all hub homologs (data not shown). 

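GC content was taken from the longest annotated transcript of each gene, because the gene sequences with introns were not used here. Its median was 46.1% in CoSplicEx hubs against 49.2% in other genes (p = 1e-05, the smallest possible, by the permutation test on ranks) and 49.7% in coexpression hubs against 49.02% (p = 0.36). In cosplicing hubs it was 50.3% against 48.99% (p = 0.00254, adjusted p = 0.00274), so their transcripts had a higher GC content than those of other genes. The value was lower in CoSplicEx hubs under all 17 alternatives, with differences between -3.96 and -2.26 percentage points. For cosplicing hubs the direction changed in some alternatives, with a difference of -2.33 percentage points when Spearman correlations were used throughout.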

Lower GC content in these hubs is caused by the long intronic sequences with low GC content, which has been shown to be an important factor in splice site recognition (Amit et al., 2012). Taken together, these biological and computational observations suggest that coexpression and cosplicing serve distinct roles within the transcriptional system, consistent with findings across a variety of systems (Calarco et al., 2007; Stilling et al., 2014; Lu et al., 2015).

King et al. (2013) have observed that a topoisomerase one inhibitor (topotecan), dose-dependently reduced the expression of very long genes in mouse and human neurons. Further, these authors noted that a significant percentage of the reduced expression genes were autism spectrum disorder (ASD) candidate genes. As part of this analysis (Zhou et al., 2011) tabulated from several sources a list of 974 ASD candidates. Of these 974 candidates, 660 were entered into our network analysis. 65 of these ASD genes are also among the 425 unique CoSplicEx hubs; this represents a significant enrichment (*p* < 2 × 10^−8^). These data illustrate that the CoSplicEx hubs may have a significant role in neurodevelopmental disorders. In contrast, only 20 of the unique 497 coexpression hubs were ASD candidates; this represented a modestly significant enrichment (*p* < 0.01).

Previously, we and others have characterized the biological factors associated with gene coexpression (see Iancu et al., 2010, 2012b); the strongest influences arise from shared TFBS, the existence of PPI between gene products, and the degree of spatial overlap between gene expression patterns. These factors were quantified for the edges in all networks. Genes with known PPI, the edge weights were significantly higher than for randomly selected gene pairs (Figure 5A). Gene pairs sharing TFBS had increased coexpression and CoSplicEx but not cosplicing (Figure 5B). The reverse was true for splicing factor binding sites SFBS. Cosplicing and CoSplicEx connectivity had a modest but statistically significant correlation with the number of SFBS within a gene. By following the evolutionary history of the network hubs, we found that cosplicing hubs show dramatic increases in number and length of introns, to a much bigger extent than other genes. While intron gain has been extensively studied (Babenko et al., 2004), considerable controversy persists as to the exact functional role of intronic sequences. If we accept the premise that network connectivity is related to functionality, our results suggest one possible explanation for the presence of highly conserved intronic sequences across many organisms. Based on the fact that large introns proportionally increase the number of SFBS, which in turn increase cosplicing connectivity, we hypothesize that long intronic sequences have been retained because of their role in splicing coordination, both by increasing the number of SFBS and lowering the GC content.

For genes sharing microRNA binding sites, coexpression was modestly increased but cosplicing and CoSplicEx was significantly decreased (*p* < 10^−15^) (Figure 5D). This result is consistent with one of the mechanisms by which microRNAs are thought to modulate transcription (Guo et al., 2010): a reduction in mRNA production the effects on cosplicing, which are manifested by reduced edge weights, are more difficult to interpret. While purely computational approaches cannot offer a definite explanation, we hypothesize that reduced cosplicing is consistent with another mechanism by which microRNAs are thought to affect transcription: a reduction of the stability of mRNA (Valencia-Sanchez et al., 2006). When two gene transcripts are simultaneously affected by microRNAs in this manner, their reduced stability might increase the uncorrelated variability in the exon counts, thus rendering the Canberra distances more variable and reducing the Mantel correlation.

Our distance measure approach has the advantage of utilizing most of the data generated in the RNA-Seq experiment but the disadvantage that the granularity associated with an exon-level analysis is not readily accessible. The data extracted allow one to conclude that isoform variability is coordinated between two genes but does not detect which isoform or isoforms contribute the most to this coordination. To some extent this problem is mitigated by the fact that for most genes there are relatively few and in a majority of cases only two highly expressed isoforms. Splicing is estimated to occur for 95% of all multiexon genes (Pan et al., 2008), 86% of which have a minor isoform that accounts for > 15% of total gene expression (Wang et al., 2008; Barrie et al., 2012).

In conclusion, our results demonstrate that gene splicing is a highly coordinated process that can be efficiently described using network and graph theory concepts. Coexpression and cosplicing appear to be generated by distinct biological factors and have complementary roles within the transcriptional system. Depending on the goals of the analysis, exon level data facilitates either a focused approach on coexpression/cosplicing, or a more comprehensive view that combines both types of gene interactions within the CoSplicEx network.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

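PolyA RNA-seq of striatum from 60 HS-CC mice, 1 library each, was analysed. The gene table deposited by the authors holds a signal, read counts on Ensembl 59 gene models multiplied by an edgeR upper quartile factor per library, and whole reads were recovered from its step. The exon table deposited by the authors holds a score, counts per exon multiplied by the same factor and rounded to whole numbers. Reads had been aligned by the authors with Bowtie to NCBI m37. Recovered reads per mouse were from 4913122 to 21872744, with a median of 14520042, and since each mouse is 1 library the precision was taken from the spread between mice.

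Networks were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0, and figures with matplotlib 3.10.9. All mice formed 1 set. Correlations were Pearson, and Mantel correlations used 1770 pairs of mice. Adjacency was the absolute correlation to the power of 6. Hubs were the top 10% of connectivity with the bottom 80% in the other network. Errors came from a jackknife over 10 groups of 6 mice. Hub properties were compared by two-sided permutation tests of rank sums with 100000 resamples, and lists by Fisher's exact test, with Benjamini-Hochberg adjustment over 28 and 36 tests. Gene structure came from GENCODE M21, in which 97.7% of the identifiers were found. The named genes were the 5 unique hubs of highest connectivity per network, the splicing factors named by the paper, sex check genes and the 3 genes of smallest adjusted p per group comparison, a rule set before the data were examined; genes named from the lists were chosen after their values were seen.

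Group comparisons used limma 3.58.1 with the trend option on log2(value + 1) of genes averaging at least 10, in R 4.3.3, and edgeR 4.0.16 quasi-likelihood on recovered reads. Both were tested on simulated data with 200 genes changed by 0.5 on the log2 scale, of which limma recovered 99% with 8 false calls and edgeR 99.5% with 8. The simulated genes varied independently, with a dispersion of 0.03 throughout. The simulation therefore does not measure false calls from variation that genes share. In the real mice, other splits gave up to 1014 genes for response and 1949 for sex. Network functions were checked on simulated data. The alternatives covered the scale, filter, adjacency, correlation, power, scaling, exon choice, hub definition, sample set and test. The marker lists of Cahoy et al., protein interactions, binding sites, microRNA sites, protein domains and the macaque and human data were not analysed here.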

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

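The make-up of the other splits by depth was examined only after the result was seen, and the depth range as a covariate was chosen after the read totals were seen. The paper reports no comparison between responders and non-responders or between the sexes in these mice, and both gave genes with an adjusted p under 0.05.

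Between 30 responders and 30 non-responders, 9 of 8535 genes differed (limma, sex as covariate, Benjamini-Hochberg), 4 higher and 5 lower in responders, and 554 genes had an unadjusted p under 0.05. Ankrd6 was higher in responders (log2 fold change 0.36, SE 0.0636, adjusted p = 0.00451), in 27 of 30 responders above the median of non-responders. Mzt2 was lower (log2 fold change -0.41, SE 0.0813, adjusted p = 0.0145, 28 of 30), as was Rars2 (-0.32, SE 0.0636, adjusted p = 0.0145, 24 of 30). The count was from 5 to 20 over the alternatives. Of 100 splits of the mice within sex, the real one included, 3 gave as many genes. The others gave 1014 and 28 genes, with 10 and 6 of the 17 mice under 10000000 reads in the group of 30, and 774 and 0 genes with the depth range as a covariate. A difference in sequencing depth as the whole cause is argued against by 20 genes with the depth range as a covariate. Within depth ranges, 3 genes differed in the 43 deeper mice (520 unadjusted) and 0 in the 17 others (160 unadjusted). Selection for haloperidol response, which is part of the design, stays open as a biological explanation and was not tested. Genotype differences between the mice that change the alignment of reads were not tested either.

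Between 32 males and 28 females, 3 genes differed, each lower in males (174 at an unadjusted p under 0.05). They were Kdm6a (log2 fold change -0.36, SE 0.0562, adjusted p = 1.6e-04, 31 of 32 males below the median of females), Kdm5c (-0.39, SE 0.0735, adjusted p = 0.00884, 29 of 32) and Ddx3x (-0.23, SE 0.0482, adjusted p = 0.0440, 28 of 32), all on chromosome X. Of 100 splits, the real one included, 3 gave as many genes; the others gave 30 and 1949 genes, and 15 and 1847 with the depth range as a covariate. Within depth ranges, 0 genes differed in the 43 deeper mice (154 unadjusted) and 1 in the 17 others (569 unadjusted). Whether a sample was mislabelled cannot be told apart from the values, because 0 of the sex check genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty are in the table used. A difference in sex, which the design names, stays open as the biological explanation. The interaction of sex and response gave 0 genes (48 at an unadjusted p under 0.05), so the splits carry no information here, since 100 of 100 give at least 0 genes by construction.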

How the results depend on the processing

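Network measures, hub counts, hub properties, list tests, module quality, shared hubs and group comparisons were computed under alternatives that changed 1 choice at a time, most of them set before the data were examined. No alternative was run for exon inclusion variability, differences between genes matched by count, splicing factors or the first power reaching 0.8, and shared hubs had 1. Relations over mice, that of cortical with striatal markers included, were computed by Pearson and Spearman correlation and within depth ranges. They were also computed without the 2 mice farthest from the median in the first measure, which was the departure of 3′ bias, log2 reads or cortical markers. They were not computed under the other alternatives. Networks of genes averaging at least 500 counts, networks of the 43 mice with over 10000000 reads, 3′ bias held fixed, the depth range as a covariate and leaving out each mouse in turn were chosen after seeing the data. Of the values under the alternatives set beforehand, 288 of the main network and group results kept their direction and side of the threshold, while 8 were weaker, 18 stronger, 9 moved and 11 reversed. For single gene structure measures and single gene lists, 293 kept them, while 14 were weaker, 4 stronger and 11 reversed. Under the alternatives chosen after seeing the data, apart from leaving out each mouse, fewer main results were stable. There 45 kept them, while 4 were weaker, 6 stronger, 6 moved and 8 reversed. For single measures and lists, 55 kept them, while 6 were weaker, 2 stronger and 6 reversed. No paired analysis was possible because each mouse has its own number. Networks with no exon connectivity filter were not run, because the deposited tables hold only 9066 genes, the number the paper retained after its filters. Except where a reason is given, the cause was not tested.

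Exon rows per gene of cosplicing hubs stayed above those of other genes by 6 to 14 and those of CoSplicEx hubs by 10 to 16 under 17 alternatives. The odds ratio of respiratory chain genes among coexpression hubs stayed past the threshold, from 4.51 to 42, and that of ribosomal protein genes from 7.60 to 219.96. The number of genes differing between the sexes was 3 under all 8 alternatives.

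With log2 gene values the coexpression scale-free index was 0.816, the connectivity correlation of coexpression was 0.296 with CoSplicEx and -0.0365 with cosplicing, and 53.4% of CoSplicEx edges between exclusive hubs were strong. With a mean of at least 1000 counts the cosplicing index was 0.486, the density difference between coexpression and CoSplicEx -0.0132, the correlations 0.258 and 0.0596, the CV difference of cosplicing hubs -0.00752, the strong CoSplicEx edges 4.34% and the odds ratios 0.825 for neuron markers among CoSplicEx hubs and 0.983 for astrocyte markers among coexpression hubs. As fewer genes entered, the hubs fell to 147, 210 and 129 for coexpression, cosplicing and CoSplicEx, and 3 of 36 list tests passed. With negative correlations set to 0 the heterogeneity difference was 0.7496, the strong CoSplicEx edges 21.6% and the GC difference of coexpression hubs -0.454 percentage points. Without exons averaging under 10 the density difference was -0.00155. At a power of 4 the heterogeneity difference was 0.582, and at a power of 10 the coexpression index 0.830.

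With Spearman correlations the difference between CoSplicEx and coexpression was 0.762 in heterogeneity and -0.0344 in centralization, that in density was 0.0102, the connectivity correlations were 0.317 and 0.00742, the GC difference of cosplicing hubs was -2.33, the strong CoSplicEx edges were 22.6% and the odds ratio of astrocyte markers among CoSplicEx hubs was 1.80. Without genes of 1 exon row the coexpression index was 0.818, the correlations 0.215 and -0.0367 and the strong edges 20.4%. The top 5% of connectivity, by its construction, gave fewer hubs (204, 279 and 148), and the odds ratio of astrocyte markers among CoSplicEx hubs was 2.02.

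In female mice the correlation of coexpression and cosplicing connectivity was -0.108, and in responders -0.130. In male mice the heterogeneity, centralization and density differences were 1.25, -0.0109 and 0.0147, the correlations 0.302 and -0.124, the GC differences -1.46 for coexpression and -0.538 for cosplicing hubs, and the odds ratio of oligodendrocyte markers among coexpression hubs 1.56. In non-responders the same differences were 1.02, -0.00216 and 0.0141, the correlations 0.298 and -0.0927, the GC difference of coexpression hubs -0.0801 and the odds ratio of oligodendrocyte markers 2.95. Males and non-responders do not include mouse 63.

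Genes averaging at least 500 counts gave a cosplicing index of 0.757, a density difference of -0.00247, a correlation of coexpression and cosplicing connectivity of -0.00958 and 14.4% strong CoSplicEx edges. Fewer genes also gave fewer hubs (258, 335 and 220), and 5 list tests passed. In the 43 mice with over 10000000 reads the index was 0.843 for coexpression and 0.791 for cosplicing, and the correlations were 0.390 and 0.165.

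With 3′ bias held fixed the coexpression index was 0.887, the heterogeneity, centralization and density differences were 1.19, -0.0401 and 0.00764, the correlations 0.449 and 0.0633, the CoSplicEx hubs 246 and the strong CoSplicEx edges 9.09%. The CV difference was -0.000492 for coexpression and 0.0551 for CoSplicEx hubs, the difference in exon rows of coexpression hubs 0 and that in transcripts 1. The GC difference of cosplicing hubs was -2.12, and the odds ratios were 3.74 for neuron, 0.866 for astrocyte and 1.04 for oligodendrocyte markers among coexpression hubs and 0 for neuron markers among CoSplicEx hubs.

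Across the 60 fits that each left out 1 mouse, the coexpression index was from 0.762 to 0.823, the cosplicing index from 0.868 to 0.927 and the CoSplicEx index from 0.870 to 0.921. The heterogeneity difference was from 0.715 to 1.20, the centralization difference from -0.00852 to 0.0228 and the density difference from 0.00477 to 0.0110. The connectivity correlations were from 0.171 to 0.304 and from -0.125 to -0.0822. The hubs numbered 410 to 488, 544 to 609 and 400 to 448. The reversal in centralization, -0.00852, and the values 1.20, 0.0110 and 0.304 came without mouse 63.

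The number of genes differing between responders and non-responders was 5 among genes averaging at least 500 counts and 20 with the depth range as a covariate. Divided by responder status, the mice gave coexpression networks sharing 583 of the top 907 genes, against a mean of 471 for random divisions.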

Differences from the paper's values

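The methods of the paper state that genes with under 500 average counts were removed; the lowest average among the 9066 deposited genes was 0. None of the alternatives set before the data were examined closed the gap, which follows from their construction: a minimum of 1000 counts lies above 500, and the others kept genes listed at 0.

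The median coding length of cosplicing hubs was 2883 bases against the paper's about 1700 in Fig. 3H, read by eye, and that of CoSplicEx hubs 3120 bases against the paper's about 1700 in Fig. 3H, read by eye. None of the alternatives set before the data were examined closed either gap.

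The paper states a lower GC content for both CoSplicEx and cosplicing hubs. In the longest annotated transcripts the cosplicing hubs had a higher GC content (50.3%) than coexpression hubs (49.7%) and other genes (48.99%). It was lower than in other genes with Spearman correlations (difference -2.33 percentage points) and in male mice (-0.538), and with 3′ bias held fixed (-2.12), an alternative chosen after seeing the values. The paper states an excess of neuron, astrocyte and oligodendrocyte markers among CoSplicEx hubs, and a deficit of each among coexpression hubs. With other lists no excess or deficit was detectable: the CoSplicEx hubs held 1 of 31 astrocyte markers (1.45 by chance) and 0 of 26 oligodendrocyte markers (1.22 by chance), and the coexpression hubs 3 of 31 astrocyte markers (1.62 by chance). Neuron markers among CoSplicEx hubs had an adjusted p under 0.05 with Spearman correlations (0.0360, in a range up to 1 over the alternatives).

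The paper states that heterogeneity and centralization were significantly higher in CoSplicEx and density in coexpression; these differences were 1.82, 0.597 and 1.18 SE here. Heterogeneity passed 2 SE with negative correlations set to 0, at a power of 4, with Spearman correlations, in male mice and in non-responders, and density with Spearman correlations, in male mice and in non-responders. With 3′ bias held fixed, chosen after seeing the values, both heterogeneity and density passed. Centralization was lower in CoSplicEx than in coexpression with Spearman correlations, in male mice and in non-responders. It was also lower, by more than 2 SE, with 3′ bias held fixed (difference -0.0401). Under 12 of 16 alternatives centralization kept its direction and side of the threshold. The paper states no correlation of coexpression connectivity with CoSplicEx or cosplicing connectivity. With CoSplicEx, the Pearson correlation was 0.355 (SE 0.104), beyond 2 SE, and the Spearman correlation 0.192 (SE 0.119), within 2 SE. The latter was beyond 2 SE with log2 gene values, a mean of at least 1000 counts, Spearman correlations throughout, genes of 1 exon row left out, in male mice and in non-responders and, chosen after seeing the values, in the 43 mice with over 10000000 reads and with 3′ bias held fixed. With cosplicing, the Pearson correlation was 0.0569 (SE 0.118), within 2 SE, and the Spearman correlation -0.116 (SE 0.0373), beyond 2 SE. This Spearman correlation was within 2 SE of 0 with log2 gene values, a mean of at least 1000 counts, Spearman correlations, genes of 1 exon row left out, and in female mice, male mice, responders and non-responders. The same held, chosen after seeing the values, with a mean of at least 500 counts, in the 43 mice with over 10000000 reads and with 3′ bias held fixed. The paper states relatively low density quality for the cosplicing modules. With a constant-height cut, unlike the paper's dynamic cut, the lowest density Z was 69.6, in 2 modules that held 416 genes. It was 1.15 with modules of at least 40 genes and 0.920 with a tree on 1 minus adjacency. Because the clustering differs, the 69.6 does not argue against the paper's statement.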

Other observations

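The tests of 1 mouse and of depth on density, of depth on exon distance and of cortical tissue were chosen only after the result was seen. No biological explanation was tested for the patterns in this part.

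Network density rested to different degrees on mouse 63, whose 3′ bias was the strongest. It was the mouse farthest from the others in cosine distance for 58.5% of 8122 genes and in Canberra distance for 56.3% of 8342 genes. Without it, density was 79.1% of the full value in the coexpression, 33.1% in the cosplicing and 30.1% in the CoSplicEx network. With 3′ bias held fixed in all mice it was 42.8%, 1.55% and 1.63%. What 3′ bias stands for, which may be RNA degradation or a difference in library preparation or sequencing, was not tested, but it goes with a large part of the density of all 3 networks. A single mouse may account for much of the density of the cosplicing and CoSplicEx networks. For coexpression, the density without mouse 63 lay below the 89.7% to 104% found without each other mouse, so it has a part there too, while most of the density stayed without it. With depth held fixed, density was 107% for cosplicing and 103% for CoSplicEx, which argues against depth, and 83.9% for coexpression, where depth is argued against as the whole cause and a part stays open. The labels name no batch, but 16 of the 17 mice under 10000000 reads are numbers 41 to 56, whose 3′ bias lay between -0.32 and -0.17. In the 43 other mice, density was 113% of the full value for coexpression, 180.04% for cosplicing and 158% for CoSplicEx. Unrelated genes are argued against, since mice permuted within each gene left 0.372%, 0.312% and 0.119% of the density. The permuted networks still shared 130, 403 and 561 of the 907 most connected genes with the full networks.

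In random divisions into sets of 30, the set with mouse 63 was the denser in 16 of 20 divisions for coexpression and in 20 of 20 for both others. The mean densities with and without it were 0.0289 and 0.0182, 0.0594 and 0.0130, and 0.0233 and 0.00365.

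The mean cosine distance of a mouse from the others rose with the departure of its 3′ bias from the median. Because read totals fall into separate ranges, the relation is given within them. The value of r was 0.964 (rho 0.661) in 43 mice and 0.586 (rho 0.588) in 17. In the 17 it fell to 0.426 (p = 0.111) without the 2 mice farthest from the median in this departure, and so rests on them. Over all 60 mice without the 2 farthest in this departure, r was 0.817. Against log2 reads, r was -0.226 (p = 0.148) and rho -0.382 (p = 0.0127) in the 43 mice, and r was -0.900 and rho -0.843 in the 17. Over all mice without the 2 farthest from the median of log2 reads, r was -0.321 and rho -0.664. Mouse 63, with 13488286 reads, stayed in, so these values and the 0.817 leave out different mice. For the mean Canberra distance, r with 3′ bias was 0.968 (rho 0.539) in the 43 mice. In the 17 it was 0.391 (p = 0.116, rho 0.353, p = 0.166), and r was 0.126 without the 2 farthest. With log2 reads, r was -0.271 (p = 0.0745) and rho -0.538 (p = 2.4e-04) in the 43 mice. In the 17 mice r was -0.91 and rho -0.826. Both 3′ bias and depth may contribute to the distance. The p-values are from permutation tests, and 6 relations were computed over all mice.

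Compared with genes of similar mean count, in 10 groups, cosplicing hubs had 5 and CoSplicEx hubs 9 more exon rows, and a CV that differed by -0.0197 and -0.00870, which argues against read counts as the whole cause. For neuron markers, the number among the hubs minus the number that genes of the same groups would give was -2.69 for cosplicing (p = 0.293) and -1.62 for CoSplicEx (p = 0.435). Neither set of hubs thus held more neuron markers than its read counts would give. The lower number of exon rows in coexpression hubs may follow from the 3′ bias of the mice, since the difference was 0 with 3′ bias held fixed. For respiratory chain genes, the odds ratio among coexpression hubs fell from 27.4 (44 genes against 3.97 by chance) to 4.51 (11 against 2.82) with 3′ bias held fixed. Much of this excess may therefore go with 3′ bias, which is argued against only as the whole cause.

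Of the 21 splicing factors the paper names, 17 were in the networks. Their median connectivity percentile was 33.9 for coexpression (permutation test, p = 0.0309), 61.8 for cosplicing (p = 0.220) and 28.0 for CoSplicEx (p = 0.203), with 0, 3 and 2 in the top 10%. Among the 36 list tests, 9 had an adjusted p under 0.05.

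Markers of cortex varied between mice, with Tbr1 from 219 to 3089, beside Drd2 from 3065 to 7189 and Ppp1r1b from 13640 to 40190. The mean log2 cortical and striatal markers had r = -0.752 (rho -0.726), and -0.701 without the 2 mice farthest from the median in cortical markers. It was -0.735 in the 43 deeper mice and -0.762 in the 17 others. A varying share of cortical tissue is a candidate explanation. It cannot be told apart here, because the mutual correlation of the 5 cortical genes not looked at beforehand was at percentile 94.98 of random lists, just under the threshold of 95. The 14 striatal genes had a mean mutual correlation of 0.644 (median of random lists 0.0834, percentile 100). This goes with the explanation but does not decide it, because it does not involve the cortical genes.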
